A study of Mus musculus with 96 samples.

How the data were processed

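Tubule segments and glomeruli were microdissected from kidneys of male C57BL/6 mice. Per the labels' protocols, total RNA was extracted with Direct-zol kits, cDNA was made with the SMARTer ultra-low input kit and libraries with the Nextera XT kit. The deposited table gives transcript abundance as TPM, computed by the authors and scaled to the same total in every sample, for 54532 mouse genes with Ensembl identifiers and symbols. The labels and the table's header name no aligner, quantifier, genome build or annotation, so no coordinates are printed and the steps that led from reads to TPM are not described here. The 93 sample columns summed to between 999998.6 and 1000190.3 TPM, as rounding of TPM allows. The 87 tubule columns hold 2 decimals and the 6 glomerulus columns 1 decimal, so the smallest value above 0 is 0.01 in the first and 0.1 in the second. No pair of sample columns was identical (0 pairs). TPM keep no read depth, so the depth of each sample is unknown and cannot be used to weight it, and no interval for counting error is given.

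The table also holds the authors' mean for each tubule segment. It differed from the plain mean over the sample columns by at most 0.05 TPM in 13 of the 14 segments. In PTS1 it differed by more than that rounding for 17956 genes and matched a mean over 6 columns where 5 are in the table, so the authors' means were not used. All 93 sample columns were used, and 0 columns of sample values were left aside. Each column was assigned to its sample by its name. One PTS2 column carried a piece letter that matched no sample title and was used as a PTS2 mouse without a number. A further 3 samples, prepared as single cells on the 10X platform, were not analysed here.

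The 93 samples hold 53 combinations of mouse number and segment. The pieces of each were averaged as log2(TPM + 1), giving 53 mice in 15 groups, and the mouse was the replicate. Genes were kept with a TPM of at least 1 in at least 3 mice, which left 33793 genes, 17869 of them protein-coding. Biotypes came from the GENCODE M21 annotation by gene identifier, where 54409 identifiers (99.77%) were found. The table's symbols were used as given, and 203 identifiers carry a symbol that is shared with another identifier. Because TPM are not counts, limma 3.58.1 in R 4.3.3 was fitted to log2(TPM + 1) (lmFit, then eBayes with a trend) with all 15 groups sharing 1 estimate of the spread. Log2 differences are on this scale and understate the change of low genes. Differences among all groups were tested by the moderated F-test. Genes higher in 1 group than in every other were found with an intersection-union test, taking the largest one-sided p of the 14 pairwise contrasts. Neighbouring segments were tested two-sided in 14 contrasts. Benjamini-Hochberg adjustment was made over genes within each test, with a threshold of 0.05 and, except for the F-test, a log2 difference of at least 1. Cell list scores were compared with two-sided exact permutation tests of the difference in means (scipy 1.17.1), adjusted over the 12 tests. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

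The design, the tests, the rule for naming genes and the alternatives were fixed before the data were examined, except where stated. Named genes were those of the fixed lists, the 2 genes with the largest margin in each group past the intersection-union test, and the gene with the largest difference in each direction for each neighbouring pair. For the last 2 kinds a mean of at least 10 TPM in the higher group and complete separation of the mice were required. Predicted genes named Gm with digits, Rik names, mitochondrial, ribosomal protein and pseudogene names were passed over. The values of some named genes are not reported here. The fixed lists were a marker panel of 33 genes, 11 aquaporins, 18 transcription factors, 4 cell lists of the collecting duct (7 principal cell, 7 shared intercalated, 5 type A and 5 type B genes), and lists of proximal, thick limb and collecting duct transcripts, endothelial, leukocyte, erythroid, stromal and muscle, early-response and sex-linked genes. A list of 11 T cell genes was added after the values of Trac and Cd8a were seen. Odorant and vomeronasal receptor genes were recognised by symbol (Olfr, Vmn1r and Vmn2r names) among protein-coding genes.

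The limma tests were also run on simulated data in which 200 of 33793 genes were changed. Each gene had its mean and spread from the real data, with normal errors and the same spread in every group. Changed genes were drawn from those with a mean of at least 3 on the log2 scale. The neighbouring contrasts recovered 95.5% to 99.5% of changes of 2 log2 units, with 2 to 10 other genes called. The intersection-union test recovered 98% to 100% of changes of 3 log2 units with no other gene called (0 of the unchanged genes), and the F-test recovered 94% with 8 others. Unchanged genes had the same mean in every group, so a false call by the intersection-union test was all but ruled out. Genes equally high in 2 groups were not simulated, so its rate of false calls remains untested.

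The alternatives were pseudocounts of 0.1 and 5, a filter at a TPM of 5 and no filter, rescaling of each mouse by the median ratio over 11566 genes expressed in all mice, quantile normalization, averaging of pieces before the log, all 93 samples as independent or with the mouse as a random effect, a block for the mouse number, fits of only the 2 groups compared, z scores for the cell lists, and omission of each mouse in turn. Median ratio rescaling moved whole groups, with mean log2 factors from -0.83 in PTS3 to 0.56 in DTL1. A restriction to protein-coding genes and fits with only ATL mice 2 and 3 or only mice 4 and 6 were added after the data had been seen. Other splits of the same mice into groups of the same sizes were fitted in the same way, all of them where there were at most 100 and otherwise 100 drawn at random with a fixed seed, the real split included.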

Results

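RNA sequencing from very small inputs was used to measure transcript abundance in microdissected glomeruli and in 14 segments of the renal tubule of male C57BL/6 mice, to chart which genes are expressed where along the nephron. The proximal tubule was represented by its first convoluted part (PTS1), the straight part lying in the cortex (PTS2) and the final straight part in the outer stripe (PTS3). The thin limbs of the loop of Henle comprised the descending limb of short loops (DTL1), the outer medullary (DTL2) and inner medullary (DTL3) parts of the descending limb of long loops, and the ascending limb (ATL). The medullary and cortical thick ascending limbs (MTAL and CTAL), the distal convoluted tubule (DCT), the connecting tubule (CNT) and the collecting duct of the cortex (CCD), outer medulla (OMCD) and inner medulla (IMCD) completed the series. The 93 samples, 87 of tubule and 6 of glomerulus, came from 53 mice, and each combination of mouse number and segment was treated as 1 mouse. There were 5 mice for PTS2, CTAL and CCD, 4 for ATL and OMCD, and 3 for every other group, and up to 3 pieces per mouse were averaged. Abundance was given by the authors as TPM, a transcript abundance scaled to the same total in every sample, which keeps no record of the number of reads, so sequencing depth is unknown and no interval for counting error is given. Values below are means ± SD over mice.

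Across genes, which are not independent replicates, Pearson's r of log2(TPM + 1) had a median of 0.979 over 44 pairs of pieces from the same mouse, 0.982 over 214 pairs from different mice of the same segment and 0.846 over 4020 pairs from different segments. DTL1 and ATL were exceptions. The median was 0.815 between mice of DTL1 against 0.865 between DTL1 and DTL2, and 0.862 between mice of ATL against 0.868 between DTL3 and ATL. The number of genes at a TPM of 1 or more differed between groups. It was 11592 ± 90 in PTS2 (n = 5), 11649 ± 136 in PTS3 (n = 3), 13091 ± 155 in CTAL (n = 5) and 13627 ± 163 in CCD (n = 5), against 25836 ± 2514 in the glomerulus, 27303 ± 1093 in DTL1, 20234 ± 529 in DTL2 and 22942 ± 663 in DTL3 (n = 3 each). OMCD held 18527 ± 1605 genes (n = 4). ATL averaged 18898 ± 5978 (n = 4), with 13949 and 13532 in mice 2 and 3 and 23465 and 24647 in mice 4 and 6. The 10 most abundant genes took 22.5 ± 2.76% of all TPM in PTS3 and 23.4 ± 5.85% in ATL, against 8.13 ± 0.6% in the glomerulus and 7.98 ± 0.25% in DTL1.

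Genes encoding odorant and vomeronasal receptors followed the same division. Of the 1459 such genes in the table, a median of 692 per sample stood at a TPM of 1 or more in DTL1, 523 in the glomerulus, 407 in DTL3, 276 in DTL2, 270 in ATL (range 15 to 588), 79 in OMCD and 27 in PTS1. No sample exceeded 5 such genes among the 47 samples of PTS2, PTS3, MTAL, CTAL, DCT, CNT and CCD. IMCD had a median of 4 and a range of 2 to 114. Their summed abundance had a median of 2326 TPM in DTL1, 1462 TPM in the glomerulus and 29.6 TPM in CCD, with a range of 55.8 to 2333 TPM in ATL.

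**Figure D1:**
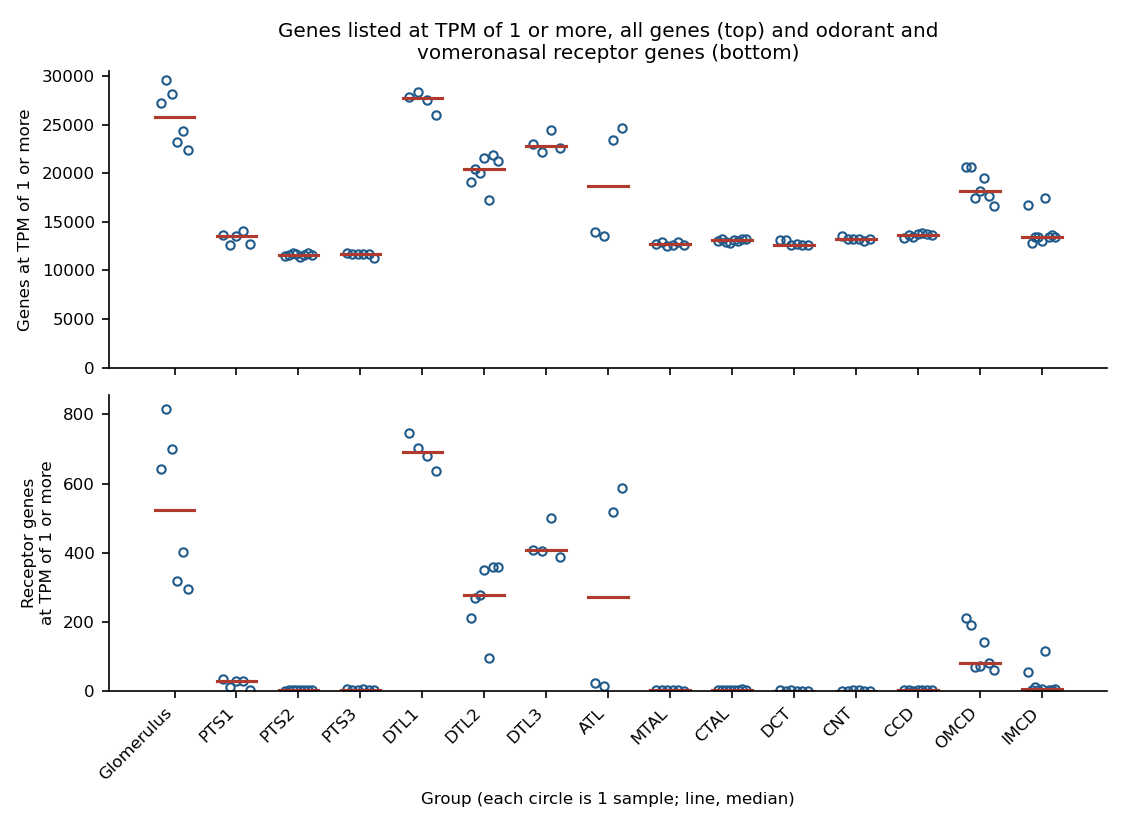
Number of genes (top) and of odorant and vomeronasal receptor genes (bottom) at a TPM of 1 or more in each sample, by group; each circle is 1 sample and each line is the median of the group. The glomerulus, DTL1, DTL2, DTL3 and OMCD lie above the proximal straight, thick limb, DCT, CNT and CCD samples in both panels, and the 4 ATL samples fall at both levels.

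Of the 33793 genes with a TPM of at least 1 in at least 3 mice, 31732 (93.9%) differed among the 15 groups at an adjusted p under 0.05 in limma's moderated F-test, and 2001 had an unadjusted p of 0.05 or more. The alternative that moved this number most was restricting the test to protein-coding genes, of which 17766 out of 17869 passed. That test covered fewer genes, so its lower count is not a loss of calls alone. Under quantile normalization 24567 genes passed, and without the filter 38341 did. Of the 62 genes in the 3 lists fixed before the data were examined (segment markers, aquaporins and transcription factors), 61 passed the filter. All 61 differed among groups both when adjusted over the list alone and when adjusted over all genes tested. Aqp8 lay below the filter.

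Genes that marked a single group were sought with an intersection-union test, in which a gene had to exceed every one of the other groups by at least 1 log2 unit. The glomerulus had 1088 such genes, and this number ranged from 815 with a pseudocount of 5 to 1143 without the filter. There were 184 in PTS1, 87 in PTS2 and 34 in PTS3. In the thin limbs the test found 980 in DTL1, 28 in DTL2, 87 in DTL3 and 133 in ATL. There were 19 in MTAL, 22 in CTAL, 71 in DCT, 5 in CNT, 7 in CCD, 50 in OMCD and 178 in IMCD. Only 287 of the 980 DTL1 genes were annotated as protein-coding, against 952 of the 1088 glomerular genes. The DTL1 number also depended on single mice, being 1961 without mouse 1, 2144 without mouse 3 and 577 without mouse 5. The MTAL number was 12 without mouse 1 and 11 without mouse 3. With a pseudocount of 0.1 no gene passed in CCD, where limma gave 58 genes at an unadjusted one-sided p under 0.05. The same pseudocount took the marker calls of Akr1c18, Sycn, Trac, Nefl, Gabrg1, B4galnt2, Slc5a1, Slc14a2, Cldn10, Calb1, Klk1, Slc4a1, Lhx1, Tfap2b, Emx1 and Elf5 below the threshold (adjusted p 0.0998 to 1 by limma), with margins of 1.29 to 3.83.

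The 5 genes passing in CNT were Cd8a, Nefl, Sult2a3, Gm29909 and Sctr, and 3 of them were named only after their values were seen. Their margins over the next-highest group lay between 1.14 (Sctr, SE 0.14, adjusted p 6.69e-07 by limma) and 2.75 (Cd8a, SE 0.29, adjusted p 2.65e-08) on the log2 scale. Of the 7 genes passing in CCD, the rule fixed beforehand named Gabrg1, with 13.8 ± 1.77 TPM (n = 5) and a margin of 1.66 over CNT, and B4galnt2, with 18.1 ± 5.89 TPM and a margin of 1.19 over OMCD. The call of B4galnt2 was lost without CCD mouse 4 (margin 1.05, adjusted p 0.0586 by limma).

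In the glomerulus, Ren1 (ENSMUSG00000070645), the renin gene, had one of the largest margins. It stood at 1280 ± 400 TPM in the glomerulus (n = 3) and 9.17 ± 16.4 TPM in OMCD, with a margin of 8.66 log2 units (SE 0.42, adjusted p 3.51e-20 by limma) over CTAL, which was the next-highest group on the log2 scale. Among listed genes, Podxl reached 2390 ± 486 TPM, Nphs1 193 ± 45.3 TPM and Wt1 175 ± 20.1 TPM in the glomerulus, and each passed the same test there. The median number of receptor genes listed above applies to this group too, and the smallest of these 4 margins, that of Wt1, was 5.41 log2 units.

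In PTS1 the 2 largest margins were those of Spp2 (ENSMUSG00000026295), at 3590 ± 283 TPM against 17.2 ± 2.81 TPM in PTS2 (log2 difference 7.67, SE 0.46, adjusted p 1.17e-17 by limma), and of the phosphate transporter gene Slc34a3, at 363 ± 49 TPM (margin 7.63, SE 0.27, adjusted p 6.16e-26). Slc5a2, which encodes a sodium-glucose cotransporter, fell from 2790 ± 335 TPM in PTS1 to 0.688 ± 0.323 TPM in PTS2. Slc34a1 was abundant in both PTS1 (9500 ± 307 TPM) and PTS2 (5660 ± 668 TPM) and low in PTS3 (44.2 ± 9.09 TPM). Slc22a6 marked PTS2, at 981 ± 206 TPM against 30.9 ± 19.8 TPM in PTS1 (margin 5.20, SE 0.40, adjusted p 8.95e-13). The largest PTS2 margins were those of Ugt2b37 (413 ± 69 TPM, with 292 TPM in mouse 4 and 427 to 458 TPM in the others) and Cyp4a14 (122 ± 22.6 TPM), and the largest PTS3 margins those of Serpina1b (54.7 ± 11 TPM) and Akr1c18 (956 ± 139 TPM). Ugt2b37, Cyp4a14, Serpina1b and the Serpina1d gene named below belong to families with closely similar copies that can share reads, so their values are uncertain. Slc5a1 was highest outside the proximal tubule, at 387 ± 53.5 TPM in CTAL against 93 ± 14.8 TPM in PTS2 (margin over MTAL 1.80, SE 0.30, adjusted p 0.000396).

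In the thin limbs, DTL1 was marked by Corin (ENSMUSG00000005220), at 883 ± 364 TPM with a margin of 8.26 (SE 0.33, adjusted p 1.25e-23 by limma), and by Htr4, at 73.9 ± 17.9 TPM with a margin of 5.73. The urea transporter gene Slc14a2 reached 7560 ± 3070 TPM in DTL1 and 2180 ± 685 TPM in IMCD (log2 difference 1.76, SE 0.38, adjusted p 0.00168). DTL2 was marked by Fst (2790 ± 580 TPM, margin 8.63) and Cdh13 (310 ± 14.7 TPM, margin 4.59), and DTL3 by Nr2e3 (770 ± 353 TPM, margin 6.77) and Upk3a (62.1 ± 32.3 TPM, margin 4.14). In ATL, Psca (ENSMUSG00000022598) stood at 13800 ± 3150 TPM with a margin of 9.16 (SE 0.32, adjusted p 1.23e-25), and Igfbp2 at 3370 ± 2080 TPM with a margin of 8.31. Cldn10 and Tfap2b were also highest in ATL, at 3520 ± 541 and 212 ± 25.6 TPM. The ATL calls of Cldn10 and Tfap2b were lost after median ratio rescaling (margins 1.05 and 0.85, adjusted p 0.0971 and 0.094 by limma), and that of Cldn10 also with ATL mice 2 and 3 alone. Cldn16 in ATL was 287 TPM in mouse 4 and 611 to 699 TPM in the other mice.

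Umod, which encodes uromodulin, was the most abundant listed gene of the thick limb, at 36900 ± 1690 TPM in CTAL and 21200 ± 3350 TPM in MTAL. Slc12a1 reached 6140 ± 844 TPM in CTAL and 4120 ± 759 TPM in MTAL. In DCT, Umod stood at 1810 ± 413 TPM and Slc12a1 at 30.9 ± 36.9 TPM. MTAL was marked by Sycn (109 ± 29 TPM, margin 3.66, SE 0.37, adjusted p 4.62e-09 by limma) and by Trac, a T cell receptor constant gene (56.5 ± 22.1 TPM, margin 2.18, SE 0.36, adjusted p 0.000335). Dad1, a neighbouring gene of Trac, stood at 418 ± 29.5 TPM in MTAL. CTAL was marked by Dusp9 (69.6 ± 29.1 TPM) and Shd (255 ± 31 TPM). DCT was marked by the sodium chloride cotransporter gene Slc12a3 (ENSMUSG00000031766), at 5780 ± 220 TPM with a margin of 9.58 (SE 0.36, adjusted p 1.49e-24), and by Pvalb, at 432 ± 87.6 TPM with a margin of 7.44. Calb1 was 7260 ± 1920 TPM in DCT, 1390 ± 337 TPM in CNT and 468 ± 50.2 TPM in CCD. Klk1, of a gene family whose members can share reads, reached 49000 ± 5780 TPM in DCT. Emx1 (77.9 ± 7.19 TPM) and Lhx1 (60.7 ± 14.3 TPM) were the listed transcription factors that marked DCT, and the call of Lhx1 was lost without DCT mouse 1 (margin 1.23, adjusted p 0.105 by limma).

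Along the collecting duct, Aqp2 rose from 6190 ± 1230 TPM in CNT to 14000 ± 1880 TPM in CCD, 26800 ± 6760 TPM in OMCD and 27400 ± 2110 TPM in IMCD. Aqp3 was 5140 ± 577 TPM in OMCD and 384 ± 110 TPM in IMCD, and Aqp4 was 590 ± 93.9 and 585 ± 41.5 TPM there. Aqp6 marked OMCD, at 666 ± 83.8 TPM against 148 ± 11.1 TPM in CCD (log2 difference 2.16, SE 0.12, adjusted p 1.85e-18 by limma). Aqp1 had its highest level in DTL3 (11600 ± 467 TPM), followed by DTL2 (6580 ± 465 TPM), and was 0.428 ± 0.465 TPM in ATL. Aqp7 and Aqp11 were highest in proximal segments, at 64.7 ± 6.52 TPM in PTS3 and 118 ± 6.77 TPM in PTS2. The highest group means of Aqp5, Aqp9 and Aqp12 were 4.95 ± 1.44, 2.52 ± 0.535 and 3.67 ± 4.98 TPM, and Aqp12 no longer differed among groups under quantile normalization (adjusted p 0.643 by limma). Avpr2, the vasopressin V2 receptor gene, reached 1270 ± 301 TPM in OMCD. The largest margins were those of Actn3 (56.1 ± 20.9 TPM) and Pga5 (22 ± 8.6 TPM) in OMCD and of Aldh1a3 (538 ± 63.9 TPM) and Pdia2 (127 ± 18.7 TPM) in IMCD. Scnn1a, Scnn1b, Scnn1g and Hsd11b2 had their highest means in CCD, and the highest of the 4 in IMCD was Hsd11b2 at 3.71 ± 2.39 TPM.

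Of the other listed transcription factors, Hnf4a was highest in PTS2 (142 ± 15 TPM), Pax8 in DTL3 (1050 ± 215 TPM), Esrrb in MTAL (19.4 ± 3.06 TPM) and Tfcp2l1 in OMCD (405 ± 56.8 TPM). Elf5 marked IMCD, at 121 ± 29.3 TPM against 46.1 ± 4.14 TPM in OMCD (log2 difference 1.34, SE 0.27, adjusted p 0.000937 by limma). Gata3 was 157 ± 12.1 TPM in OMCD, 157 ± 9.48 TPM in IMCD and 106 ± 6.08 TPM in the glomerulus.

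**Figure D2:**
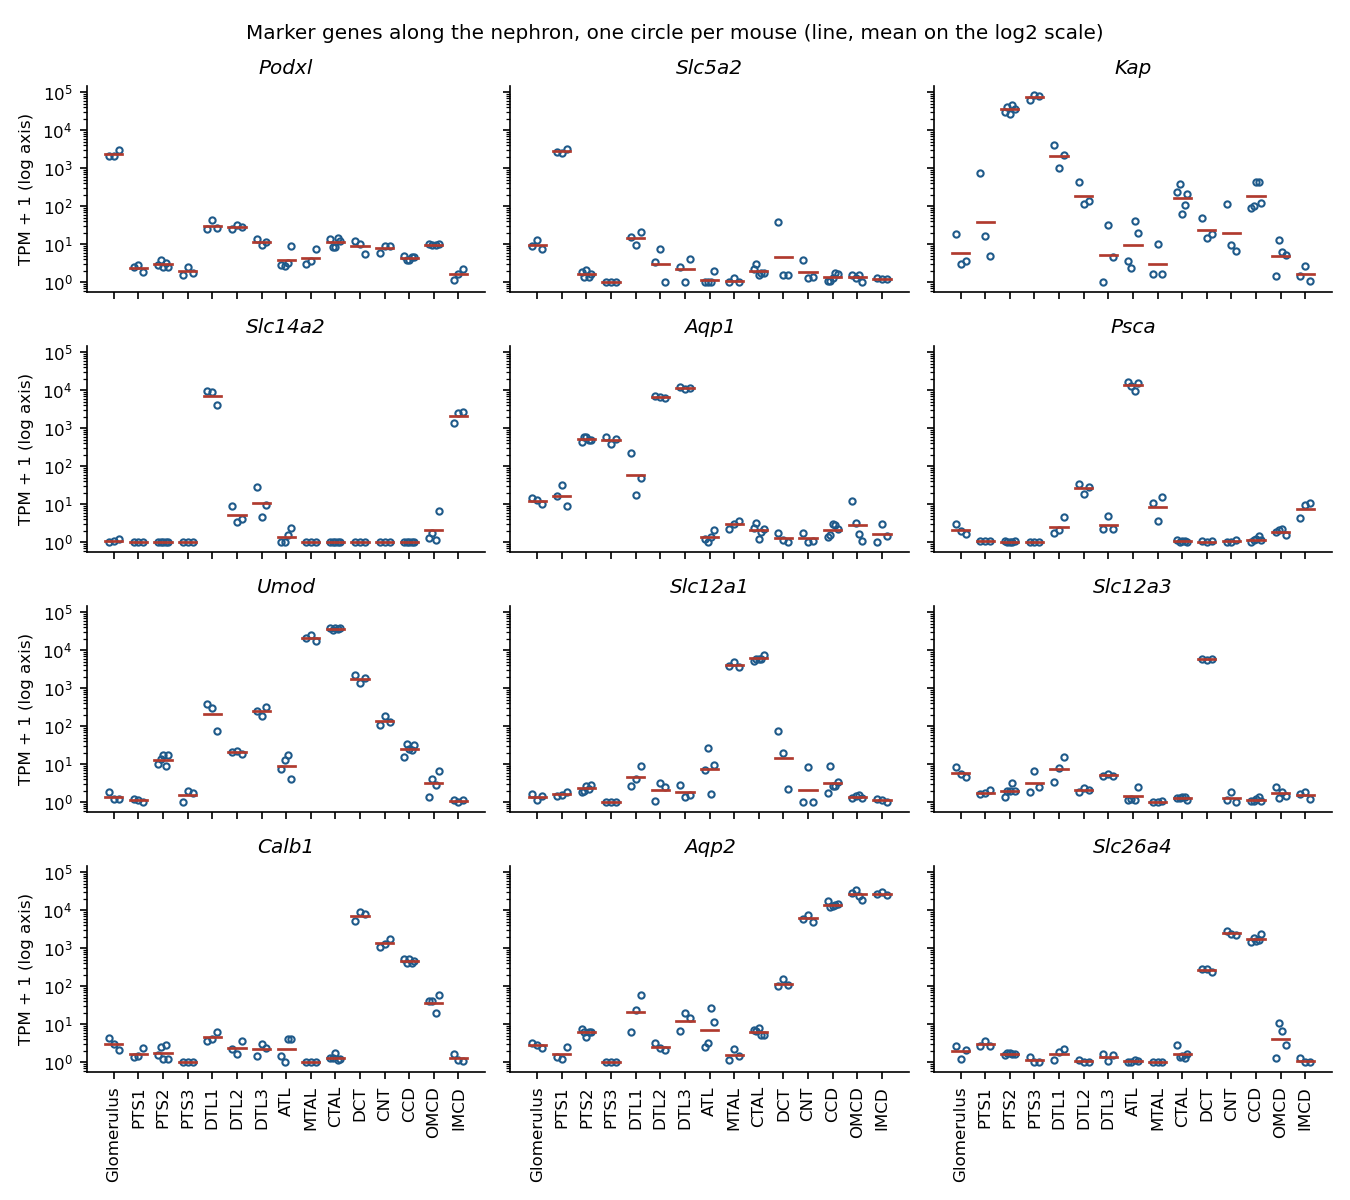
TPM + 1 on a log axis for 12 marker genes in the 15 groups; each circle is 1 mouse and each line is the mean on the log2 scale. Podxl peaks at 2390 TPM in the glomerulus, Psca at 13800 TPM in ATL and Slc12a3 at 5780 TPM in DCT, and Aqp2 rises from 119 TPM in DCT to 27400 TPM in IMCD.

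Neighbouring segments were compared pair by pair, each gene counting as different at an adjusted p under 0.05 by limma and an absolute log2 difference of at least 1. Between PTS1 and PTS2, 3233 genes differed, 1508 higher in PTS1 and 1725 higher in PTS2. This number moved most with a pseudocount of 0.1, to 8926, of which 6900 were higher in PTS1. Slc5a2 was 10.75 log2 units higher in PTS1 (SE 0.48, adjusted p 8.94e-23), and Kap, the kidney androgen-regulated protein gene, was lower there (PTS1 minus PTS2 -10.84, SE 0.91, adjusted p 2.15e-13), with 254 ± 423 TPM in PTS1 and 36100 ± 8040 TPM in PTS2. Between PTS2 and PTS3, 1588 genes differed, 1333 of them higher in PTS2. Cyp2e1 fell from 989 ± 225 TPM in PTS2 to 0.317 ± 0.548 TPM in PTS3, and Mal rose from 3.06 ± 0.972 to 24.6 ± 3.39 TPM.

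From PTS3 to the descending limbs the median of all 33793 log2 differences was itself displaced, to -1.33 against DTL1 and -0.71 against DTL2. In the first comparison 22146 genes differed, 20878 of them higher in DTL1 and 657 of these being odorant or vomeronasal receptor genes. In the second, 13527 differed, 12226 higher in DTL2, with 198 receptor genes among them. The share of calls higher in PTS3 rose from 5.7% to 19.6% after median ratio rescaling and to 50.8% under quantile normalization in the first comparison, and from 9.6% to 32.3% and 48.4% in the second. Quantile normalization gives every mouse the same distribution of values, so a share near balance follows from its construction. The largest single differences were those of Slc14a2, higher in DTL1 (-12.78 for PTS3 minus DTL1, SE 0.38, adjusted p 2.5e-29 by limma), and Lypd2, higher in DTL2 (-12.24, SE 0.65, adjusted p 1.5e-20). Serpina1d was 1150 ± 274 TPM in PTS3 and 1.19 ± 1.71 TPM in DTL1, whereas Kap was 75400 ± 10600 TPM in PTS3, 2500 ± 1600 TPM in DTL1 and 230 ± 183 TPM in DTL2.

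Between DTL1 and DTL2, 9522 genes differed, and 8513 were higher in DTL1, including 294 receptor genes. Slc14a2 was 10.73 log2 units higher in DTL1 (SE 0.38, adjusted p 1.94e-25 by limma) and Lypd2 was higher in DTL2 (-10.10, SE 0.65, adjusted p 1.26e-16). Under quantile normalization 4218 genes differed and the share higher in DTL1 went from 89.4% to 43.9%. Between DTL2 and DTL3, 3237 genes differed, 1182 higher in DTL2 and 2055 higher in DTL3. Car14 fell from 2040 ± 749 TPM in DTL2 to 0.393 ± 0.681 TPM in DTL3, and Fxyd4 rose from 14.3 ± 2.88 to 1720 ± 212 TPM, while Aqp2 in DTL3 was 12.7 ± 6.61 TPM.

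The comparisons on either side of ATL depended on which ATL mice entered. Between DTL3 and ATL, 4948 genes differed, 3982 of them higher in DTL3. With ATL mice 2 and 3 alone the number was 10478, 9509 of them higher in DTL3, and with mice 4 and 6 alone it was 7914, 3704 of them higher in DTL3. Between ATL and MTAL, 9487 genes differed, 7653 of them higher in ATL and 176 of these encoding receptors, and the number was 5466 with mice 2 and 3 (3532 higher in ATL) and 16014 with mice 4 and 6 (13900 higher in ATL). Of the 35 splits of the same mice, 9 gave as many genes between DTL3 and ATL and 3 between ATL and MTAL, the real split included. Of the 10 named-gene results that rest on ATL, 9 kept their call with mice 2 and 3 alone, Cldn10 being the exception, and 10 with mice 4 and 6 alone. Aqp1 was 13.05 log2 units higher in DTL3 than in ATL (SE 0.48, adjusted p 1.23e-25 by limma), Psca was 10.73 units higher in ATL than in MTAL (SE 0.32, adjusted p 2.91e-29), and Umod was higher in MTAL than in ATL (-11.18, SE 0.40, adjusted p 2.77e-26).

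From MTAL to CCD the numbers were smaller. There were 1066 genes between MTAL and CTAL, 867 of them higher in CTAL, with Car15 rising from 11.8 ± 19.8 to 2150 ± 590 TPM (log2 difference -9.48, SE 0.53, adjusted p 3.59e-18 by limma) and Sycn falling from 109 ± 29 to 2.14 ± 1.06 TPM. Between CTAL and DCT 1470 genes differed, 791 higher in CTAL and 679 higher in DCT, with the largest differences in Slc12a1 (9.21, SE 0.62) and Calb1 (-12.39, SE 0.33). Between DCT and CNT there were 1765, 514 higher in DCT and 1251 higher in CNT, led by Slc12a3 (12.13, SE 0.36) and Fxyd4 (-8.84, SE 0.51). CNT and CCD differed least, in 378 genes, 148 higher in CNT and 230 higher in CCD. This number was 219 without CNT mouse 3. Klk1 fell from 4230 ± 745 TPM in CNT to 133 ± 71.3 TPM in CCD, and Aldh1a1 rose from 2.71 ± 0.965 to 30.4 ± 8.92 TPM.

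Between CCD and OMCD 4095 genes differed, 3509 of them higher in OMCD, and between OMCD and IMCD 6284 differed, 5135 of them higher in OMCD. Of the genes higher in OMCD, 52 in the first comparison and 31 in the second encoded receptors. Slc26a4, which encodes pendrin, fell from 1770 ± 364 TPM in CCD to 4.4 ± 4.2 TPM in OMCD (log2 difference 8.92, SE 0.31, adjusted p 2.37e-26 by limma). AU021092 rose from 9.62 ± 2.93 to 389 ± 184 TPM between the same segments. Slc4a1 was 1580 ± 258 TPM in OMCD and 0.266 ± 0.423 TPM in IMCD (log2 difference 10.40, SE 0.17, adjusted p 2.46e-39), whereas Slc14a2 rose from 1.74 ± 2.7 to 2180 ± 685 TPM.

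**Figure D3:**
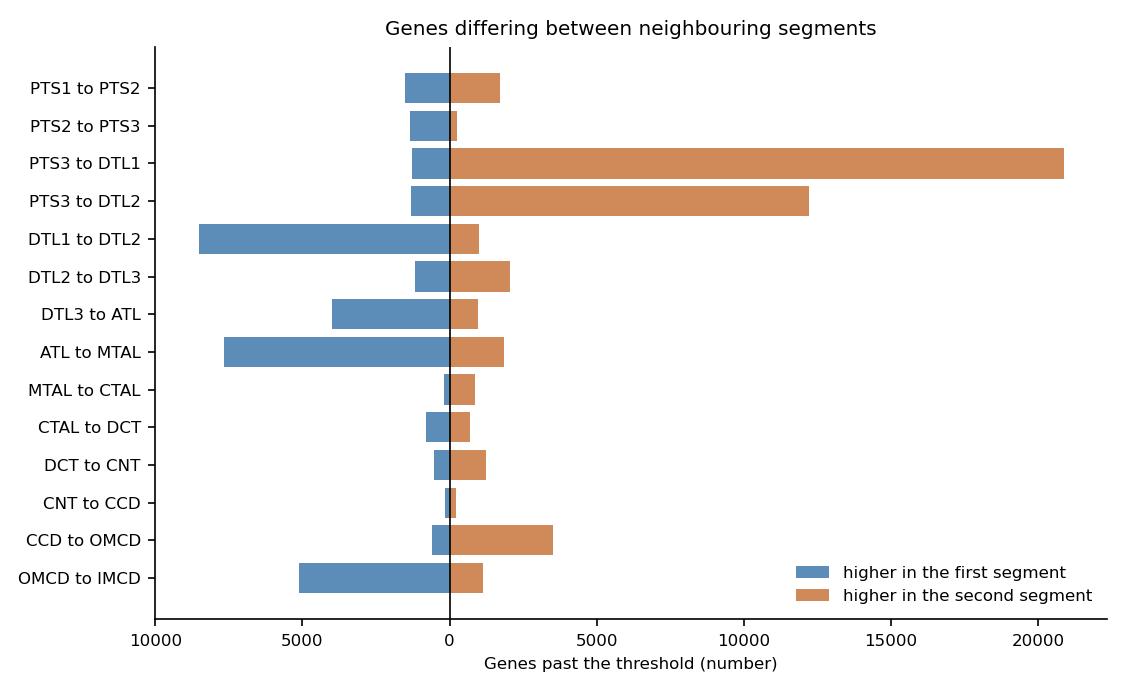
Number of genes past the threshold for each pair of neighbouring segments; bars to the left count genes higher in the first segment and bars to the right those higher in the second. The bar for PTS3 to DTL1 reaches 20878 genes on the right, and the pairs from MTAL to CCD hold 378 to 1765 genes in all.

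The connecting tubule and collecting duct are mixtures of principal cells and of intercalated cells of types A and B, and 4 lists of genes fixed beforehand were used to follow them. The score of a list was its mean log2(TPM + 1) in each mouse. The principal cell score was 10.85 ± 0.16 in CNT (n = 3), 11.47 ± 0.11 in CCD (n = 5), 11.59 ± 0.10 in OMCD (n = 4) and 6.70 ± 0.31 in IMCD (n = 3). The type A score was 7.26 ± 0.07, 7.69 ± 0.08, 8.75 ± 0.27 and 0.87 ± 0.24 in the same order, and the type B score was 9.83 ± 0.10, 9.45 ± 0.20, 4.51 ± 0.33 and 1.71 ± 0.21. The score of genes shared by both intercalated types was 10.19 ± 0.03, 9.96 ± 0.11, 9.46 ± 0.17 and 1.40 ± 0.19.

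In 11 of the 12 comparisons of neighbouring segments the 2 groups did not overlap in any mouse, and each of these reached the smallest p that a two-sided exact permutation test allows for its group sizes. That p was 0.0357 between CNT and CCD, 0.0159 between CCD and OMCD and 0.0571 between OMCD and IMCD. The exception was the principal cell score between CCD and OMCD, with a difference of -0.12 (two-sided exact permutation p 0.159). After Benjamini-Hochberg adjustment over the 12 permutation tests no comparison passed 0.05, and 7 had an unadjusted p below it. The adjusted values were 0.0612 for the non-overlapping comparisons among CNT, CCD and OMCD and 0.0623 for those between OMCD and IMCD. The latter could not have gone below 0.05 even before adjustment. Comparisons between CNT and CCD could not have done so after adjustment, even had every test reached its smallest p. Those between CCD and OMCD could have only if all of them reached it. The adjusted values thus reflect the group sizes and say little about the size of the differences. The type B score was 4.94 higher in CCD than in OMCD, and the shared intercalated and type A scores were 8.06 and 7.88 higher in OMCD than in IMCD. The alternative that moved this family most was median ratio rescaling, which turned the principal cell difference between CCD and OMCD from -0.12 to 0.08.

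**Figure D4:**
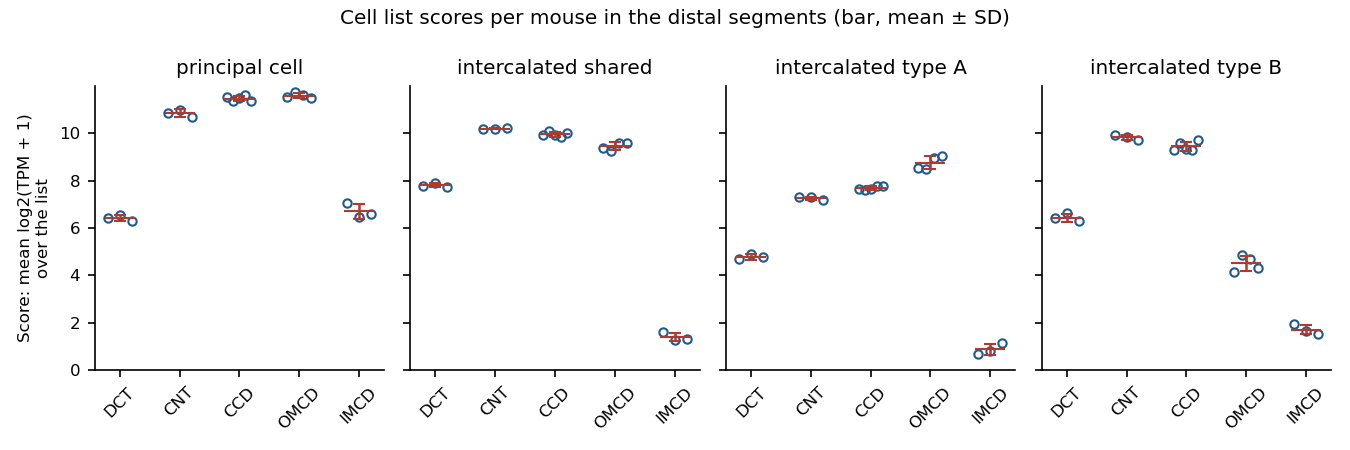
Scores of the 4 cell lists, as mean log2(TPM + 1) over each list, in DCT, CNT, CCD, OMCD and IMCD; each circle is 1 mouse and bars show the mean ± SD. The type B score drops from 9.45 in CCD to 4.51 in OMCD, and all 4 scores are lower in IMCD than in OMCD.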

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

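The test of the share of ATL cells was given its final set of marker genes after the result was seen. The tests of TPM scaling and of reads shared with paralogs were set down before, but the verdicts on the Ugt2b sum and on the ATL marker ratio were reached after the values were seen.

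In 79 sets of 4 or 5 mice, a mouse was looked for whose distance from its nearest neighbour was unusually large against the range of its group, for genes on the log2(TPM + 1) scale; the collection of sets was extended once after the first were tested. There were 3 such mice, and chance alone gives about 1 in 20 groups, so 3 in 79 is no more than chance gives. No biological explanation was tested, because the mice of 1 group carry no further label.

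Ugt2b37 in PTS2 was 292 TPM in mouse 4 and 427 to 458 TPM in the other 4 mice, lying apart by 0.846 of the range. Scaling of the TPM of that mouse is argued against, since after median ratio rescaling its distance was still 0.835 of the range. Reads shared with paralogs remain open. The summed TPM of the Ugt2b genes in mouse 4 was 1470, within the 1450 to 2290 of the other mice. That is the outcome a move of reads to paralogs predicts, but the paralog Ugt2b38 alone ranged from 1010 to 1840 TPM in the other mice, which would hide a shift of this size, so a move of reads and a lower level of the gene itself cannot be told apart.

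Slc7a13 in PTS2 was 1940 TPM in mouse 3 and 2060 to 2090 TPM in the other mice, a small departure that stands out because the other mice lay close together (0.797 of the range). Rescaling by the median ratio left it at 0.756 of the range, which argues against scaling as its cause.

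Cldn16 in ATL was 287 TPM in mouse 4 and 611 to 699 TPM in mice 2, 3 and 6. The distance was 0.848 of the range on the log2 scale and 0.786 on the TPM scale, where it would not have been singled out. After rescaling it was 0.858 of the range, which argues against scaling. A lower share of ATL cells in that sample could lower all ATL genes alike. The median ratio of Psca, Igfbp2 and Cldn10 in mouse 4 to the mean of the other mice was 0.647, in the direction this predicts, while Tfap2b, also an ATL marker, was 250 TPM in mouse 4 against 196 to 205 TPM in the others. The markers of this single sample move in opposite directions, and the explanation stays open.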

How the results depend on the processing

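The restriction to protein-coding genes, the fits with a subset of the ATL mice and all counts of other splits of the mice were chosen after the results had been seen. The other alternatives were planned. Of 361 alternative values of the gene counts, apart from those leaving out 1 mouse, 282 stayed within 1.5 times the reported count. Counts of calls do not show whether the genes were the same.

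With a pseudocount of 0.1, genes marking a single group numbered 110 in PTS1, 44 in PTS2, 8 in PTS3, 249 in DTL1, 11 in DTL2, 35 in DTL3, 4 in MTAL, 8 in CTAL, 33 in DCT, 1 in CNT, 0 in CCD (58 at an unadjusted one-sided p under 0.05 in limma), 23 in OMCD and 108 in IMCD. The same pseudocount gave 8926 genes between PTS1 and PTS2 (6900 higher in PTS1), 2640 between PTS2 and PTS3, 20430 between PTS3 and DTL2, 9246 between DTL3 and ATL, 14380 between ATL and MTAL, 11271 between CCD and OMCD and 11665 between OMCD and IMCD. With a pseudocount of 5, the marking genes numbered 224 in DTL1 and 31 in OMCD, and the 14 neighbouring pairs, in order from PTS1 against PTS2 to OMCD against IMCD, held 1811, 763, 10256, 6216, 2719, 1444, 1965, 3530, 492, 873, 1055, 166, 839 and 2826 genes. A larger pseudocount shrinks the differences of low genes by construction.

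A filter at a TPM of 5 tested fewer genes and gave 17910 in the F-test, 197 marking DTL1, 13051 between PTS3 and DTL1 and 5262 between DTL1 and DTL2. Protein-coding genes alone, again fewer, gave 17766 in the F-test, 264 marking DTL1, 10 marking MTAL, 12090 between PTS3 and DTL1, 4433 between DTL1 and DTL2, 2132 between DTL2 and DTL3, 3101 between DTL3 and ATL, 5731 between ATL and MTAL and 1986 between CCD and OMCD.

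Median ratio rescaling gave 288 genes marking PTS1, 105 marking PTS3, 582 marking DTL1, 53 marking DTL3, 112 marking DCT and 31 marking OMCD. Quantile normalization gave 284 for PTS1, 57 for PTS2, 99 for PTS3, 110 for DTL1, 36 for MTAL, 10 for CNT and 336 for IMCD, and 9115 between PTS3 and DTL1, 6716 between PTS3 and DTL2, 4218 between DTL1 and DTL2, 5873 between ATL and MTAL, 251 between CNT and CCD and 1593 between CCD and OMCD. Quantile normalization gives every mouse the same distribution of values, which draws the shares higher in either segment towards balance by construction. The cause of the other changes was not tested. Both settings moved the share of calls higher in the first segment by over 10 percentage points in many pairs, 10 under median ratio rescaling and 12 under quantile normalization. Besides the values in the results, it went from 46.6% to 61.6% (median ratio) for PTS1 against PTS2, from 83.9% to 69.2% and 63.4% (median ratio, then quantile) for PTS2 against PTS3, from 36.5% to 51.4% and 56.7% for DTL2 against DTL3, from 80.5% to 63.9% and 57.5% for DTL3 against ATL, from 80.7% to 67.6% and 43.3% for ATL against MTAL, from 29.1% to 47.0% and 45.8% for DCT against CNT, from 14.3% to 25.3% and 56.4% for CCD against OMCD and from 81.7% to 65.0% and 45.9% for OMCD against IMCD. Quantile normalization alone moved it from 18.7% to 29.4% for MTAL against CTAL and from 39.2% to 58.6% for CNT against CCD. With protein-coding genes the share was 47.8% for DTL2 against DTL3 and 27.6% for CCD against OMCD.

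Treating all samples as independent gave 50 genes marking DTL2 and 8 marking CNT. Fits of only the 2 groups gave 2433 between DTL1 and DTL2, 1737 between DTL2 and DTL3, 1393 between DTL3 and ATL and 3007 between ATL and MTAL. With ATL mice 2 and 3 alone the numbers were 10478 between DTL3 and ATL (9509 higher in DTL3) and 5466 between ATL and MTAL. With mice 4 and 6 alone, 551 genes marked ATL, 7914 separated DTL3 from ATL (3704 higher in DTL3) and 16014 separated ATL from MTAL. These fits use fewer samples.

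Leaving out each mouse in turn gave 577 to 2144 genes marking DTL1 (1961 without mouse 1, 2144 without mouse 3 and 577 without mouse 5), 11 to 21 marking MTAL (12 without mouse 1, 11 without mouse 3) and 219 to 396 between CNT and CCD (219 without CNT mouse 3). The other counts stayed within 1.5 times.

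Across 116 results for named genes and 1836 alternative values, 1810 kept their direction and side of the threshold, 26 kept their direction but fell below it, and 0 changed direction. Of the 26, 18 arose with the pseudocount of 0.1, among them Akr1c18, Sycn, Trac, Nefl, Gabrg1, B4galnt2, Slc5a1, Slc14a2, Cldn10, Calb1, Slc8a1, Klk1, Slc4a1, Lhx1, Tfap2b, Emx1 and Elf5 (adjusted p 0.0998 to 1 by limma). The rest were B4galnt2 with a pseudocount of 5 and without CCD mouse 4, Lhx1 without DCT mouse 1, Cldn10 and Tfap2b after median ratio rescaling, Cldn10 with ATL mice 2 and 3, and Nos1 and Aqp12 under quantile normalization. For the cell scores, 167 of 168 alternative values kept their side and direction. The exception was the principal cell difference between CCD and OMCD, which changed sign to 0.077 after median ratio rescaling (adjusted permutation p 0.365). None of the 12 comparisons (0) had passed adjustment, so this says little about their stability.

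The mouse number was tried as a replicate block. Same-numbered mice of neighbouring segments did not deviate together: over 37 pairs the correlation of their deviations had a median of -0.009 and a range of -0.164 to 0.186, and 2 pairs exceeded 0.1. The numbers therefore do not pair the samples. With the block, 31818 genes differed among the groups, 750 marked DTL1, 6679 separated DTL3 from ATL and 6599 separated ATL from MTAL, and none of the 116 results for named genes changed its call.

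Other splits of the same mice tested whether a grouping by chance could give as many genes. Chance could be excluded for the F-test (1 of 100 splits, the real one). For the marking genes of each group, 1 of 100 splits gave as many, the real one, and 2 of 100 did for DTL1. Those splits mixed the mice of all groups, so they test only whether segments differ at all. They do not show whether a group's marking genes are chance calls once segments differ. Among neighbouring pairs, chance could be excluded for PTS1 against PTS2, PTS2 against PTS3 and MTAL against CTAL (1 of 56 each). The same share excluded it for CTAL against DCT and CNT against CCD. It could also be excluded for CCD against OMCD (1 of 100) and OMCD against IMCD (1 of 35). By this count it could not be excluded for DTL3 against ATL (9 of 35) or ATL against MTAL (3 of 35). For PTS3 against DTL1, PTS3 against DTL2, DTL1 against DTL2, DTL2 against DTL3 and DCT against CNT only 10 splits exist, and the real one, 1 of 10, was the largest, too few splits for this count alone to exclude chance. Of the 8 other splits as large between DTL3 and ATL, 6 parted ATL mice 4 and 6 from mice 2 and 3, with 5388 to 6880 genes. Between ATL and MTAL, 0 of the 2 other splits as large parted them. The 6 splits that did gave 2747 to 7023 genes there, below the real 9487. Depth is unknown for TPM, so no limit from it can be given.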

Other observations

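The tests of endothelial cells and leukocytes, scaling and depth for the receptor genes, of background for Trac and Cd8a, of the neighbour of Trac, of thick limb cells in DCT, of collecting duct cells in DTL3 and of proximal RNA in DTL1 were chosen after the result was seen; that of genomic DNA was set down before. The test of T cells and its gene list were set down after the values of Trac and Cd8a were seen and before those of the list, and the sum of Cd3d, Cd3e and Cd3g was chosen from the list afterwards.

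A broad signal that took in odorant and vomeronasal receptor genes, but was not limited to them, ran through the glomerulus, the thin limbs and OMCD. DTL1 listed a median of 692 odorant and vomeronasal receptor genes at a TPM of 1 or more, and no sample of PTS2, PTS3, MTAL, CTAL, DCT, CNT or CCD listed more than 5. Gm10800, a predicted gene, was 16300 ± 2140 TPM in DTL1, 6390 ± 2130 TPM in the glomerulus, 5850 ± 336 TPM in DTL3, 783 ± 246 TPM in PTS1, 362 ± 262 TPM in IMCD and 30.2 ± 12.4 TPM in CCD (SD over mice). The 4 ATL samples fell apart, with receptor genes from 15 to 588. Scaling by a few dominant genes is argued against, since the median ratio factors of DTL1 and CCD differed 1.27-fold while the summed receptor TPM differed 78.6-fold. The same ratio argues against shallower sequencing alone, which would leave the sum alike. Endothelial cells or leukocytes as the whole source are argued against by OMCD, which had a median of 79 receptor genes although its endothelial and leukocyte medians (21.1 and 11.5 TPM) were close to or below those of CTAL (20 and 40 TPM). This test replaced an earlier one, because the endothelial median was higher in the glomerulus (282 TPM), DTL1 (73.8 TPM), DTL2 (49.0 TPM) and DTL3 (25.3 TPM) than elsewhere, and endothelial cells in those samples remain possible beside the receptor signal. Plvap alone reached 2300 TPM in DTL1.

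Reads from genomic DNA are a candidate source of this signal that stays open. In male mice, genes silent in the low groups would then lie on X at near 0.5 of their level on autosomes. That was not met for protein-coding genes, where the ratio was 0.223 in DTL1 and between 0.209 and 0.257 in the glomerulus, DTL1, DTL2, DTL3 and OMCD. Processed pseudogenes, looked at afterwards, gave 0.428 in DTL1 and up to 0.549 in OMCD. Autosomes themselves ranged from 0.252 to 0.719 TPM for the protein-coding genes in DTL1, so the ratio does not decide. Which genes differ between a group with the signal and a group without it, such as PTS3 and DTL1, depends on this, and a broad signal from any source could not be told apart here from low expression.

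Trac marked MTAL at 56.5 ± 22.1 TPM and Cd8a marked CNT at 32.8 ± 9.82 TPM. T cells in the samples are argued against, since Cd3d, Cd3e and Cd3g summed to 0.362 TPM in MTAL and 0.428 TPM in CNT, and the T cell list as a whole had medians of 0.09 and 0.112 TPM. The broad signal is argued against as well, with at most 2 receptor genes in any MTAL sample and at most 2 in any CNT sample. For Trac, reads of the neighbouring gene Dad1 remain open. Dad1 stood at 418 TPM in MTAL, but at 738 TPM in IMCD, where Trac was 0.439 TPM, so abundance of the neighbour alone would not explain the pattern; counting by strand is not stated. Rmnd5a, a neighbour of Cd8a, was 33.4 TPM in CNT and 52.9 TPM in OMCD. Leukocytes other than T cells were not tested as a source of Trac or Cd8a and stay open. The leukocyte list had medians of 20.2 TPM in MTAL and 16.5 TPM in CNT, against 40 TPM in CTAL. Another hypothesis these values leave is that tubule cells carry transcripts from these loci, which may or may not encode the T cell proteins.

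Umod, Egf, Ppp1r1a and Wfdc15b in DCT stood at 4.89%, 17.0%, 44.0% and 18.3% of their CTAL levels. Cells of the cortical thick limb in the DCT samples are argued against as their common source, because Slc12a1 stood at 0.503%, Cldn16 at 0.638% and Cldn10 at 0.191%, and a carried-over cell would bring all of these alike. Single mice varied widely, from 0.021% to 1.18% for Slc12a1, 0.027% to 1.34% for Cldn16 and 0.031% to 0.459% for Cldn10. Umod was 3.68% to 5.88% in single mice. A low level of Umod, Egf, Ppp1r1a and Wfdc15b in DCT cells themselves may be one explanation, and was not tested.

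Fxyd4 in DTL3 was 11.4% of its OMCD level, whereas Aqp2 was 0.0475%, Aqp3 0.00995% and Hsd11b2 0.0102%. Collecting duct cells as the source of Fxyd4 in DTL3 are thus argued against, and expression of Fxyd4 in the inner medullary descending limb may be proposed as a hypothesis.

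Proximal transcripts were present in DTL1. Over 68 genes at 200 TPM or more in PTS3 and under 1% of that in DTL3, ATL, MTAL, OMCD and IMCD, the median share in DTL1 was 5.06% (quartiles 3.4% and 7.92%; medians of single mice 2.68% to 7.23%), against 0.951% in DTL2. A fairly common share is what RNA or cells of PTS3 in the DTL1 samples would give. The median and quartiles of these 68 genes go with this explanation. The extremes were 0.103% and 38.5%, so the share was not common to all of them. The lowest shares count against PTS3 as a uniform source, and single genes such as Akr1c18, at 20.4%, could have other sources. PTS3 does not account for every proximal transcript in DTL1. Gatm was 3.21 ± 1.71 TPM in DTL1 and 0.005 TPM in PTS3. Slc5a2 was 8.38 to 20.7 TPM in the DTL1 mice and 0 TPM in each PTS3 mouse. The test over 68 genes replaced one on Kap, which stood at 3.31% and had left the question open.

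The lists of other cells and states gave the following medians over their genes. Erythroid genes were 22.5 TPM in the glomerulus, 1.23 TPM in CTAL and at most 0.155 TPM elsewhere. Stromal and muscle genes were 91.7 TPM in the glomerulus and 7.65 TPM in DTL1. Proximal transcripts were 4360 TPM in PTS1, thick limb transcripts 6140 TPM in CTAL and collecting duct transcripts 5140 TPM in OMCD. Leukocyte genes were 40 TPM in CTAL and 0.294 TPM in IMCD. Xist was at most 0.433 TPM in any group mean, and Ddx3y lay between 10.7 and 69.4 TPM, in samples labelled male. Of the 7 leukocyte genes 1 is also in the T cell list, and 4 of the 7 thick limb genes, 4 of the 7 collecting duct genes and 1 of the 10 proximal genes are in other lists, while the endothelial, erythroid, stromal and early-response lists share 0 genes with any other. Tubule segments held at least 10 TPM of all 7 endothelial and all 7 leukocyte genes, of 1 of the 5 erythroid genes, of 3 of the 7 stromal genes and of 3 of the 11 T cell genes, so these lists do not exclude expression by tubule cells. All 7 principal cell genes are in other lists too.

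Early-response genes differed between groups and between mice. The median over the 11 genes was 298 TPM in DTL3, 218 TPM in CCD and 150 TPM in CNT, against 3.22 TPM in PTS1. Fos was 893 ± 1540 TPM in DTL3 (n = 3) and 790 ± 722 TPM in CCD (n = 5), where the SD was close to or above the mean, and 0.00833 TPM in PTS3. Hspa1a and Hspa1b of this list are near-identical copies and their values are uncertain. The time each segment spent in dissection is not used here, and no explanation was tested.

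A pair of transporter genes had their highest means outside the proximal tubule. Slc5a1 was highest in CTAL at 387 ± 53.5 TPM and Slc9a3 highest in DTL2 at 295 ± 27.8 TPM. Gatm went from 4340 ± 515 TPM in PTS1 to 0.005 TPM in PTS3. These are values with no explanation tested.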
